A study of Oryza sativa with 5 samples. Its data were reported in "The rice OsNAC6 transcription factor orchestrates multiple molecular mechanisms involving root structural adaptions and nicotianamine biosynthesis for drought tolerance" (2017).

How the data were processed

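RNA-seq was carried out on roots of rice (Oryza sativa) at an age of 2 weeks. There were 5 libraries, 1 in each of 5 groups. The groups were nontransgenic plants (NT) of the cultivar Nipponbare, plants labelled RCc3::OsNAC6, plants labelled GOS2::OsNAC6, NT plants of the cultivar Hwayoung, and plants labelled nac6. RCc3 is a promoter active in roots, GOS2 is a promoter active in the whole plant, and both drive the transcription factor gene OsNAC6. The nac6 plants are described as a knockout of that gene in Hwayoung. Per the labels, total RNA was used for strand-specific libraries sequenced on an Illumina HiSeq instrument.

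The authors deposited 3 tables, each the output of the authors' DESeq comparison of a pair of libraries, with RAP-DB transcripts in the lines. The aligner, the genome build, the annotation release and the counting rule were not stated. Each table gave the mean normalized count of each library, a signal that the authors had divided by DESeq size factors within that table. It also gave a DESeq p-value and adjusted p-value that the authors had computed. The tables name their libraries only by the numbers 1 to 5, which match the numbered descriptions of the samples in the labels, and the assignment of columns to groups rests on that match. The log2 fold changes of the tables held text or infinite entries where a library was at 0 and were not used here. Transcript identifiers and function descriptions are those of the tables. Of 34330 locus identifiers, 1 was found in the gene table of the reference provided, so no coordinates are given. The chromosome of a locus was read from its identifier.

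Every deposited mean was found to be the mean of 2 count columns, each divided by its own size factor. For 100% of the values above 0 in each library, the digits could be split into whole read counts, and between 99.929% and 99.997% of them in only 1 way. The NT (Nipponbare) library occurs in 2 tables, and the reads recovered from each were identical for 39358 of 39358 transcripts with a single split. On simulated values, 100.0% of 37530 transcripts were split correctly. The ratio of column 2 to column 1 was 0.944 in all 5 libraries. They differed with a mean chi-square between 1.76 and 1.78 over transcripts with at least 20 reads, against a mean of 24.5 to 49.9 between the libraries of a comparison. The columns were therefore treated as repeat counts of 1 library and not as replicates. Of transcripts with 2 reads in a library, 11.4% to 14.2% had 1 read in each column, far below an even split, as when both mates of a read pair are counted. How reads shared by isoforms of a locus were counted was not stated, so values of single isoforms are uncertain.

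The main measure was log2((case + 1)/(control + 1)) of the deposited values, within a table, for transcripts with a mean of at least 10 normalized counts over the pair. It understates the change of low transcripts. A transcript was called changed at a 2-fold difference, the threshold of the study. Standard errors were calculated from the recovered reads, with the variance multiplied by the mean chi-square of 1.77 between count columns, and cover counting error only. Intervals are at the 95% level. A library with 0 reads of a transcript allows up to 3 reads, and a fold change against a library at or under that floor was computed against 3 reads and is a lower bound. Comparisons were RCc3::OsNAC6 against NT (Nipponbare), GOS2::OsNAC6 against NT (Nipponbare), and nac6 against NT (Hwayoung). With 1 library per group there was no replicate check, and no p-value across genes was computed. A 2-sided exact binomial test of the recovered reads with Benjamini-Hochberg adjustment at 0.05 was run per transcript. It compares 2 libraries, not the genotypes.

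The overlap of changed sets was set beside 1000 shuffles of one comparison within 20 expression bins. Both overexpressor comparisons share the NT (Nipponbare) library. For these, overlap and correlation were also simulated by assigning the 3 Nipponbare values of each transcript to the libraries in random order 1000 times. Random order keeps any real difference among the 3 libraries. Counting error alone was drawn from the level of that control 100 times. Medians of gene lists were placed among 10000 random lists matched on expression. The lists were the 13 loci that the study names as targets, the 11 loci of its nicotianamine and methionine cycle pathway, and 11 sets fixed by words in the function text: nicotianamine; siderophore, iron transport or yellow stripe; peroxidase; heat shock protein; ribosomal protein; photosystem or chlorophyll a/b; histone; aquaporin; expansin; ferritin; lipid transfer. The transcript with the most reads over the 5 libraries stood for each listed locus. The study chose its target list on these libraries together with ChIP-seq. It turned to the whole pathway because some of those targets belong to it. The lists are therefore not independent evidence. Genes named in the text were OsNAC6, the source genes of both promoters, the reference gene UBIQUITIN 1, the listed genes, the 3 largest rises and 3 largest falls per comparison among transcripts with a mean of at least 100, and the 5 transcripts with the largest smallest change among those higher in both overexpressors and lower in nac6.

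The alternatives set at the start were pseudocounts of 0 and 5, recentring on the median of transcripts with a mean of at least 50, scaling by library totals, TMM scaling computed over the 5 libraries with own code, no filter, a filter at 50, a 4-fold threshold, and a 2-fold threshold with the exact test. Added after the data were seen were 1 transcript per locus, either count column alone, read counts halved for the exact test alone and with the 2-fold threshold, and every transcript of the listed loci. The comparisons, lists, naming rules and the first group of alternatives were fixed before the data were examined. The variance factor of the standard errors, the choice of 1 transcript for each listed locus, the random-order simulation and the read limits for presence (100 or more, 30 or more, and 3 or fewer) were chosen after the data were seen. The scripts were tested on simulated counts with 200 transcripts changed 4-fold. All 200 were called, as were 231 of 32094 unchanged transcripts. The 200 were drawn from abundant transcripts, and the simulation held counting error only, with no variation between plants. It therefore does not show performance on low transcripts or between replicates. The exact test on all reads called 733 of the 32094 unchanged transcripts when both mates were counted, and 9 when the reads were halved. Python 3.11 was used, with numpy, pandas, scipy and matplotlib.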

Results

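Root transcriptomes of 5 groups of rice seedlings at an age of 2 weeks were measured, each in 1 library. The groups asked which transcripts follow OsNAC6, a NAC transcription factor gene, when it is driven by the root promoter RCc3 or the whole-plant promoter GOS2, and when it is knocked out in nac6. The library labelled NT (Nipponbare) held 26838552 recovered reads and those labelled RCc3::OsNAC6 and GOS2::OsNAC6 held 25930687 and 23932366. The library labelled NT (Hwayoung) held 23573165 reads and that labelled nac6 held 22909538. Between 38087 and 39010 transcripts had at least 1 read, and the 10 most abundant transcripts took from 1.47% of the reads in NT (Nipponbare) to 3.27% in nac6. No difference below has a replicate check, since each group had 1 library. Errors are counting-error standard errors.

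By correlation over all transcripts, the libraries grouped by their cultivar labels, which says nothing about single loci. Across 34547 transcripts, the correlation of log2 RPM (reads scaled to the library total) lay between 0.959 and 0.981 among the 3 libraries labelled Nipponbare. It was 0.959 between the 2 libraries labelled Hwayoung and between 0.838 and 0.884 across cultivars. These are correlations across transcripts, which are not independent replicates.

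OsNAC6 itself did not follow the labels. Its transcript Os01t0884300-01, of a locus on chromosome 1, had 6215 reads in NT (Nipponbare), 6050 in the library labelled RCc3::OsNAC6 and 6675 in the library labelled GOS2::OsNAC6. The log2 ratio to NT (Nipponbare) was -0.02 ± 0.03 for RCc3::OsNAC6 and 0.37 ± 0.03 for GOS2::OsNAC6. NT (Hwayoung) had 7600 reads and the library labelled nac6 had 8215, a log2 ratio of 0.31 ± 0.03. A 2-fold rise was thus seen in neither library labelled as an overexpressor, and the library labelled nac6 held more OsNAC6 reads than its control. In the authors' deposited tables the adjusted p-value of this transcript was 0.891 for RCc3::OsNAC6, 1.46e-09 for GOS2::OsNAC6 and 1.01e-10 for nac6. The alternative that moved the GOS2::OsNAC6 and nac6 ratios most was scaling by library totals, with 0.27 and 0.15. The RCc3::OsNAC6 ratio moved most, to -0.08 and 0.05, when count column 1 or 2 was used alone, a choice made after the data were seen. Every direction given below is therefore a direction between libraries by their labels, which the targeted gene did not bear out.

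**Figure D1:**
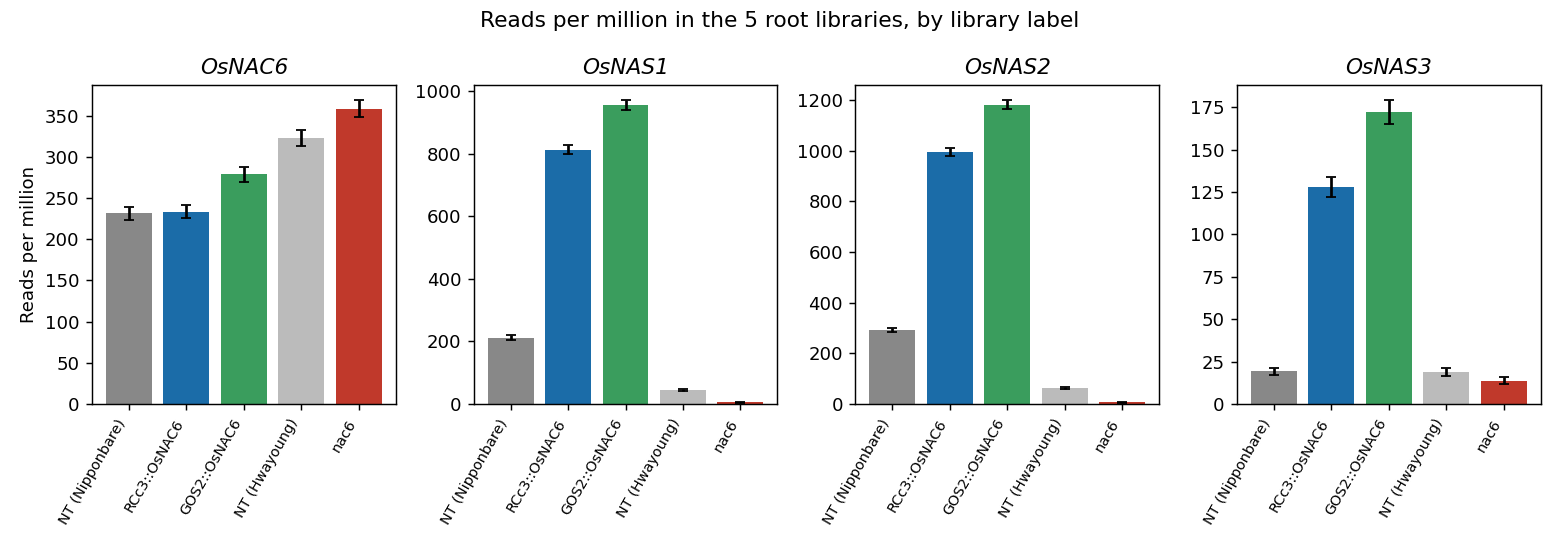
RPM (reads scaled to the library total) of OsNAC6 and of the nicotianamine synthase genes OsNAS1, OsNAS2 and OsNAS3 in each of the 5 libraries, by label; bars are single libraries and error bars are 95% counting-error intervals. OsNAC6 lay between 231.6 and 358.6 RPM, while OsNAS1 ranged from 5.94 in the library labelled nac6 to 955.0 in that labelled GOS2::OsNAC6.

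The source genes of the promoters and the reference gene were also compared. The RCc3 gene (Os02t0662000-01) had log2 ratios of 0.56 ± 0.02, 0.95 ± 0.02 and -0.03 ± 0.04 for the libraries labelled RCc3::OsNAC6, GOS2::OsNAC6 and nac6. The GOS2 gene (Os07t0529800-01) had -0.44 ± 0.03, 0.35 ± 0.02 and 0.76 ± 0.02 in the same order. UBIQUITIN 1 (Os06t0681400-01) had 0.48 ± 0.01, 0.24 ± 0.01 and 0.03 ± 0.01. The last of these values changed sign to -0.12 when libraries were scaled by their totals.

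For RCc3::OsNAC6 against NT (Nipponbare), 32487 transcripts of 26564 loci passed the filter. Of these, 1452 were at least 2-fold higher in the library labelled RCc3::OsNAC6 and 1959 were at least 2-fold lower. For GOS2::OsNAC6 the numbers were smaller, with 586 of 31987 transcripts higher and 641 lower. For nac6 against NT (Hwayoung), 1938 of 30767 transcripts were higher in the library labelled nac6 and 1123 were lower. The counts depended most on the filter and the threshold. Without a filter, 2823 transcripts were higher for RCc3::OsNAC6, 1780 for GOS2::OsNAC6 and 3640 for nac6, whereas a 4-fold threshold left 249, 61 and 505.

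Most of these differences exceeded counting error between the libraries. The exact binomial test on halved reads, which allows for both mates of a pair being counted, gave an adjusted p-value under 0.05 for 13943 transcripts in the RCc3::OsNAC6 comparison, 9007 in the GOS2::OsNAC6 comparison and 12135 in the nac6 comparison. On all reads it gave 18830, 14431 and 16877. Of the transcripts changed 2-fold, 3123 of 3411, 945 of 1227 and 2756 of 3061 passed on halved reads. The test compares those libraries, not the genotypes. The authors' deposited tables list an adjusted p-value under 0.05 for 10766, 5831 and 8986 transcripts.

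The largest changes among abundant transcripts were near-complete losses and gains. Os07t0511400-01, a hypothetical protein on chromosome 7, had 0 reads in NT (Nipponbare), 1583 in the library labelled RCc3::OsNAC6 and 1029 in that labelled GOS2::OsNAC6, at least 533.6-fold and 412.8-fold higher. It was also 6.01 higher on the log2 scale in the library labelled nac6. Os03t0299700-01 rose in all 3 comparisons, by 6.98, 7.71 and 7.94 on the log2 scale. Os02t0649900-00, described as similar to an iron-phytosiderophore transporter of the yellow stripe family, was 6.74 ± 0.50 higher in the library labelled RCc3::OsNAC6, with 14 reads against 1667, and 2.24 ± 0.55 higher in that labelled GOS2::OsNAC6. It was also 2.17 ± 0.48 higher in the library labelled nac6, with 19 reads against 81. The third large rise in GOS2::OsNAC6 was Os02t0179600-01, with 10 reads in NT (Nipponbare) and 1588 in that library.

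The largest falls in both overexpressor comparisons lay on chromosome 11. The protein kinase-like transcript Os11t0691100-00 had 1779 reads in NT (Nipponbare), 6 in the library labelled RCc3::OsNAC6, 3 in that labelled GOS2::OsNAC6, 0 in NT (Hwayoung) and 3176 in that labelled nac6. It was therefore at least 1213-fold higher in the library labelled nac6, the largest rise there. Os11t0691050-00, next to it by locus number, had log2 ratios of -6.15 ± 0.52 and -6.65 ± 0.68 in the overexpressor comparisons. The isoforms Os11t0687200-02 and Os11t0687200-03 had 572 and 647 reads in NT (Nipponbare) and 3 and 6 in the library labelled RCc3::OsNAC6. Isoforms of a locus can share reads, so these are uncertain as separate changes.

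The other extreme transcripts of the nac6 comparison were present in only 1 of its libraries. Os09t0467700-01 had 0 reads in NT (Hwayoung) and 1387 in the library labelled nac6, and between 1254 and 1358 in the Nipponbare libraries. Os12t0518200-01 had 0 reads in NT (Hwayoung) and 1371 in the library labelled nac6. In the other direction, Os06t0271500-02 had 1508 reads in NT (Hwayoung) and 0 in the library labelled nac6, at least 438.9-fold lower. Os08t0300501-00 and Os11t0696600-01 went from 546 and 488 reads to 0.

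Such presence and absence was far more frequent in the nac6 comparison. With at least 100 reads in one library and 3 or fewer in the other, 112 transcripts of 103 loci differed between the library labelled nac6 and NT (Hwayoung). The RCc3::OsNAC6 comparison had 12 such transcripts and the GOS2::OsNAC6 comparison 6. No transcript met the matching criterion, 50 reads against 3 or fewer, between the count columns of any of the 5 libraries. Of the 112 transcripts, 95 were present only in the library labelled nac6, and 83 of these had at least 30 reads in NT (Nipponbare). Chromosomes 8 and 11 held 21 of the 103 loci each.

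**Figure D2:**
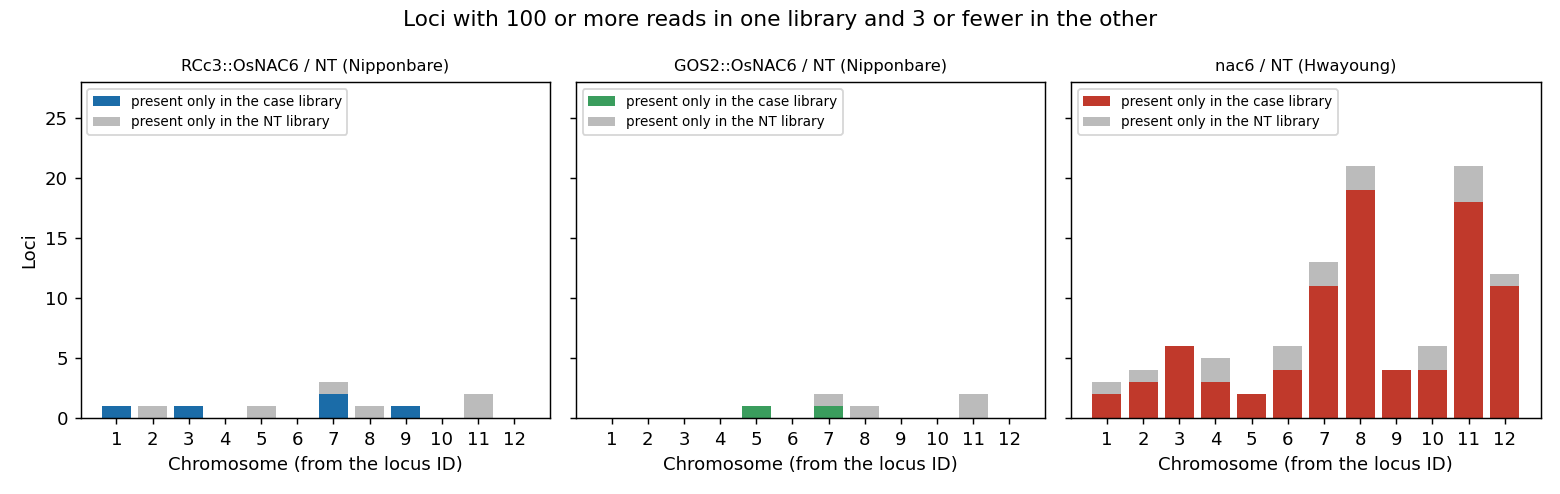
Number of loci per chromosome (chromosome taken from the locus identifier) with 100 or more reads in one library of a comparison and 3 or fewer in the other; coloured bars are loci present only in the case library and grey bars loci present only in the NT library. The nac6 comparison had 103 such loci, against 11 and 6 in the overexpressor comparisons, with chromosomes 8 and 11 highest.

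The overlap of the overexpressor comparisons asked which transcripts moved in both. Of 31720 transcripts tested in both, 239 were higher and 318 lower in both libraries labelled as overexpressors, and 25 moved in opposite directions. Shuffling within expression bins gave means of 27.3, 49.2 and 75.1. Both comparisons use the same NT (Nipponbare) library, however, and this alone creates overlap. When the 3 Nipponbare values of each transcript were assigned in random order, 551.7 transcripts were higher in both on average (central 95% 513.0 to 590.0), 294.2 were lower in both (268.0 to 323.0) and 57.3 were opposite. Counting error alone gave 36.9, 11.5 and 0.340. The number higher in both was thus below the range of the random orders. The number lower in both lay near the upper end of its range and was reached in 4.5% of the random orders. Random orders also put values of the libraries labelled as overexpressors in the control's role, so they do not isolate the shared library.

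The correlation of log2 ratios cannot decide whether both overexpressors share an effect. Across 31720 transcripts, Pearson's r between both overexpressor comparisons was 0.419 and Spearman's rho 0.272. Random order of the 3 Nipponbare values gave 0.50 and 0.469, and counting error alone 0.50 and 0.454. Random order makes the 3 libraries exchangeable, which places Pearson's r near 0.50 whatever the data. An observed r below this neither shows nor excludes a common effect. The nac6 comparison, which has its own control, correlated with r = -0.0907 with RCc3::OsNAC6 and r = 0.0909 with GOS2::OsNAC6, and with rho = -0.156 and 0.204. These are descriptions across transcripts of single libraries.

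The strictest pattern for a candidate target is a rise in both overexpressors with a fall in nac6. By label, 18 of 29613 transcripts showed it, against a mean of 6.42 when the nac6 ratios were shuffled within expression bins (central 95% 2 to 12). The mirrored set, lower in both overexpressors and higher in nac6, held 55 transcripts against a shuffled mean of 16.0. Sets that went the same way in all 3 comparisons also exceeded the shuffled means, with 30 higher throughout against 9.32 and 18 lower throughout against 11.2. No transcript rose in both and fell in nac6 at a 4-fold threshold.

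**Figure D3:**
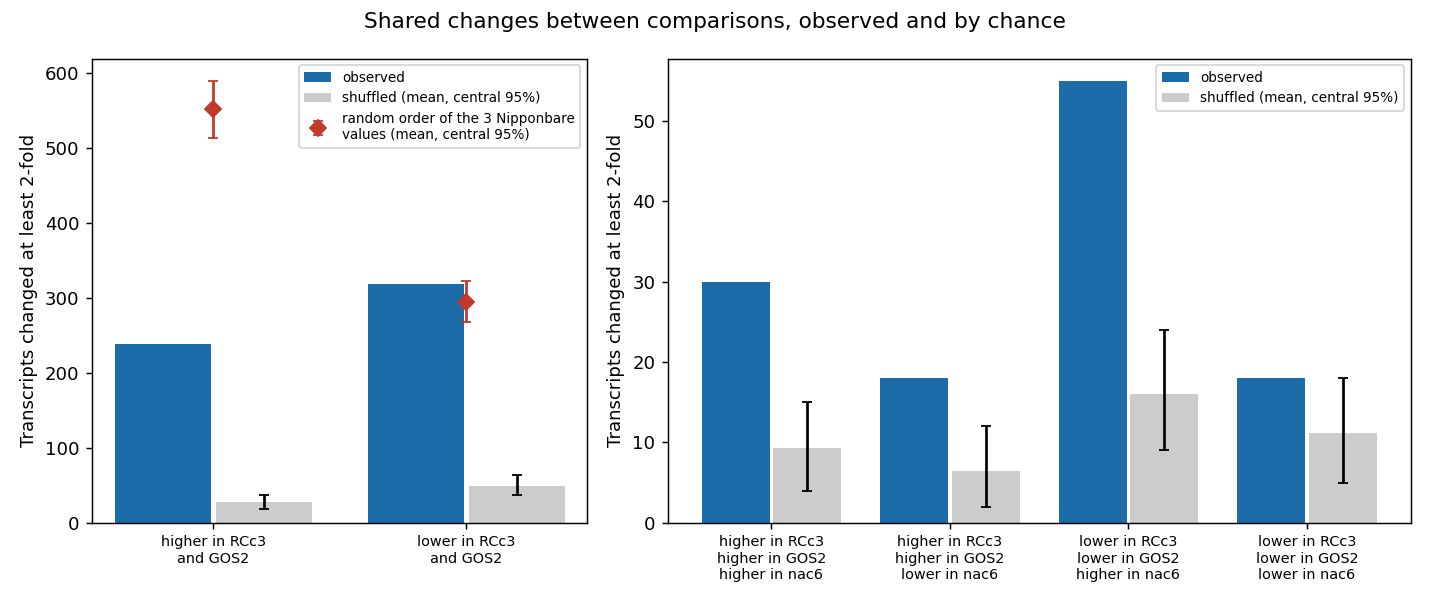
Transcripts changed at least 2-fold in both overexpressor comparisons (left) and in all 3 comparisons (right); RCc3, GOS2 and nac6 stand for the comparisons by library label. Blue bars are observed numbers, grey bars shuffled means with the central 95%, and red diamonds the mean and central 95% under random order of the 3 Nipponbare values. The 239 transcripts higher in both lay below the random-order mean of 551.7, and 18 transcripts were higher in both and lower in nac6.

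Of the 18 transcripts, the 5 with the largest smallest change included 3 of the genes listed by the study and 2 others. OsNAS1 (Os03t0307300-01, chromosome 3) had log2 ratios of 1.91 ± 0.03, 2.27 ± 0.03 and -2.71 ± 0.17 for the libraries labelled RCc3::OsNAC6, GOS2::OsNAC6 and nac6. OsNAS2 (Os03t0307200-01) had 1.74 ± 0.02, 2.12 ± 0.02 and -3.06 ± 0.16. GAT (Os11t0679700-01), an acyltransferase gene, had 2.14 ± 0.17, 1.47 ± 0.19 and -1.76 ± 0.06. The hypothetical gene Os09t0547900-00 had 1.99 ± 0.47, 1.40 ± 0.50 and -1.36 ± 0.61 on between 12 and 85 reads per library. The transporter-like transcript Os11t0134900-01 had 1.98 ± 0.05, 1.29 ± 0.06 and -3.58 ± 0.75, with 6 reads in the library labelled nac6. OsNAS1 and OsNAS2 are near-identical neighbours whose reads could have been split by the counting, so their separate values are uncertain.

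Of the 13 loci listed as targets, 5 were higher in both libraries labelled as overexpressors and lower in that labelled nac6, namely OsNAS1, OsNAS2, GAT, the peptide transporter Os05g0410900 and the hypothetical protein Os01g0800900. A further 3, GSHT, SOT and Os02g0776600, were higher in both without a 2-fold fall in nac6. The median log2 ratio of the list was 1.50 for RCc3::OsNAC6, 1.19 for GOS2::OsNAC6 and -0.62 for nac6. These medians stood at the 100th, the 100th and the 0.055 percentile of 10000 matched random lists. The OsDEP locus of this list (Os01t0101200-02) had log2 ratios of 0.03 ± 0.20, 0.22 ± 0.20 and 0.07 ± 0.21 and was unchanged by the 2-fold criterion in all 3 comparisons, as were 3 others of the list. The helicase-like gene Os02t0221300-01 had -0.83 ± 0.38, -0.05 ± 0.34 and 1.65 ± 0.54 on 16 to 71 reads.

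The 11 loci of the nicotianamine and methionine cycle pathway were positive in both overexpressor comparisons, and 9 of 11 were negative in nac6. Nicotianamine is a metal chelator made from methionine by nicotianamine synthases. The median log2 ratios were 1.31, 0.94 and -0.83 for RCc3::OsNAC6, GOS2::OsNAC6 and nac6, at the 100th, the 100th and the 0 percentile of the random lists. OsNAS3 (Os07t0689600-01) rose by 2.69 ± 0.09 and 3.25 ± 0.09 and changed by -0.30 ± 0.14 in nac6. The other locus named OsDEP (Os11t0484000-01) had 1.50 ± 0.03, 1.23 ± 0.03 and -1.19 ± 0.08 and was among the 18 transcripts. Apart from OsNAS1, OsNAS2, OsNAS3 and OsIDI1-1 (Os10t0419400-01), the genes of the list lay between 0.03 and 1.50 for RCc3::OsNAC6. OsIDI1-1 rose by 3.13 ± 0.37 there and by 0.80 ± 0.06 in the library labelled nac6. The levels of the controls themselves differed: OsNAS1 had 5695 reads in NT (Nipponbare) and 1034 in NT (Hwayoung).

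**Figure D4:**
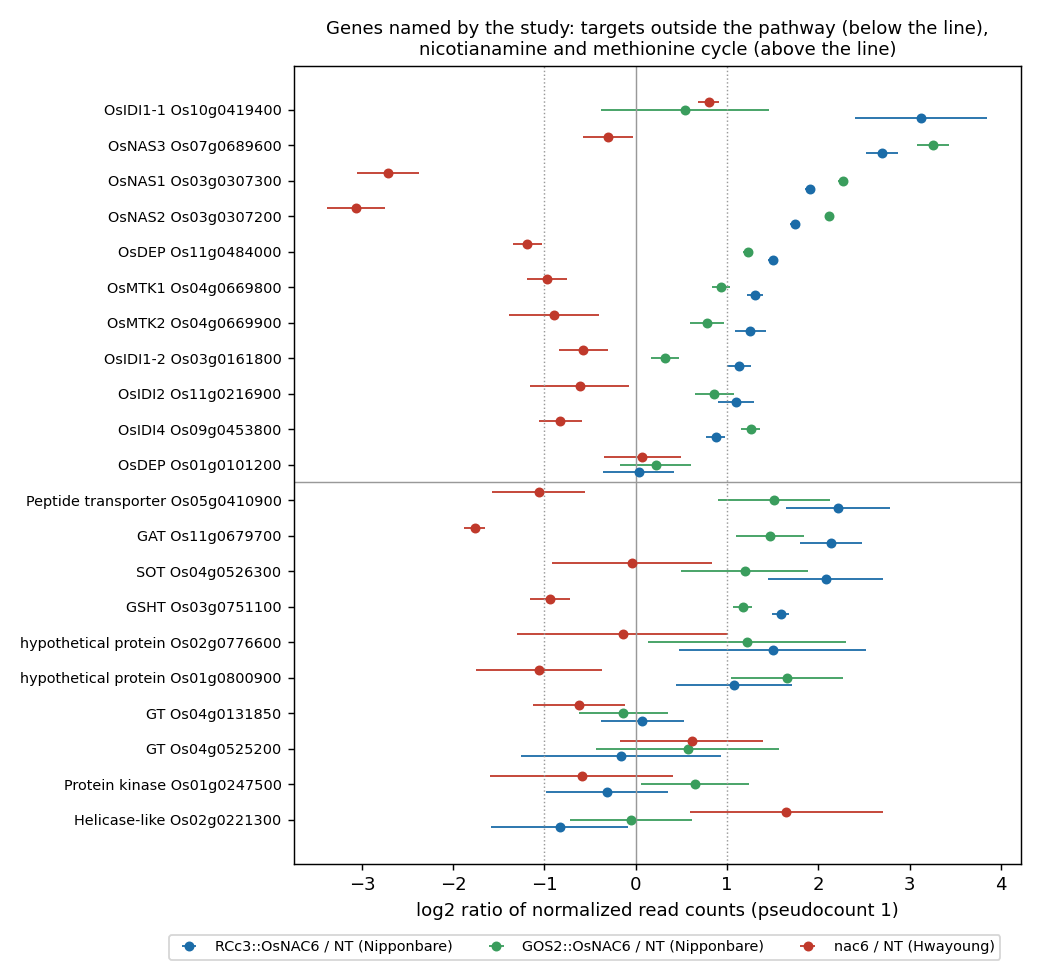
Log2 ratios of normalized read counts (x axis, pseudocount 1) for the genes named by the study, with 95% counting-error intervals; blue, green and red points are the RCc3::OsNAC6, GOS2::OsNAC6 and nac6 comparisons by label, each from a pair of single libraries. Dotted lines mark a 2-fold difference. OsNAS1 and OsNAS2 separate the comparisons most clearly, whereas OsDEP Os01g0101200 lies near 0 in all of them.

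Gene sets fixed by function text gave the following medians, in the order RCc3::OsNAC6, GOS2::OsNAC6 and nac6. The nicotianamine set had 1.02, 0.32 and -0.96 over 10 transcripts, and the siderophore, iron transport and yellow stripe set had 1.23, 0.78 and -0.24 over 5 or 6. Ferritin transcripts, 4 in number, had -0.92, -0.36 and -0.21, at the 0.490, 3.07 and 21.2 percentiles. Peroxidases had 0.30, 0.31 and 0.18, expansins 0.33, 0.41 and 0.17, and ribosomal proteins 0.17, 0.19 and 0.18, all at or above the 97.2 percentile of random lists. Scaling by library totals lowered all transcripts of nac6 alike, to a median of -0.16, and these sets with them, to 0.04, 0.01 and 0.02. Their place relative to other transcripts is not tested by such a shift. Histones had 0.07, 0.13 and 0.25, and heat shock proteins -0.08, -0.11 and -0.08. The photosystem and chlorophyll a/b set, fixed as a check for shoot tissue, had -0.79, -0.02 and 0.31. For RCc3::OsNAC6 this lay at the 0.005 percentile, with 14 of 17 transcripts negative. A difference in shoot tissue was therefore not excluded in that comparison. Aquaporins had -0.39, 0.25 and 0.02, and lipid transfer proteins had -0.01, 0.41 and 0.10. The signs of some of these medians depended on the processing. Under library totals the aquaporin median in nac6 became -0.14 and the lipid transfer medians 0.02 in RCc3::OsNAC6 and -0.04 in nac6. With a filter at 50 the lipid transfer median in nac6 became -0.07. From count column 1 alone the lipid transfer medians were 0.04 in RCc3::OsNAC6 and -0.05 in nac6. The photosystem and chlorophyll a/b medians from that column were 0.06 in GOS2::OsNAC6 and -0.04 in nac6.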

Values the study reported

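The study called 1,825 genes up-regulated in RCc3::OsNAC6 roots and 1,294 in GOS2::OsNAC6 roots, with 479 of them in both sets. It counted 1,715 genes with lower expression in nac6. Setting the raised genes against these left 51 candidate genes. Of these, 13 also appeared in its ChIP-seq profile. It also reports checking target genes by qRT-PCR on root RNA isolated separately, which is not part of these data.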

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

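These checks were chosen after the data were seen. The overexpressor libraries are labelled with the same transgene under different promoters, and 25 of 31720 transcripts moved at least 2-fold higher in the library labelled RCc3::OsNAC6 or GOS2::OsNAC6 and at least 2-fold lower in the other. They stand out because each moved in opposite directions under the same contrast, with 1 library per group, and the difference was not tested. Assigning the 3 Nipponbare values of each transcript at random gave a mean of 57.3 such transcripts, more than observed. These assignments keep any real difference between the libraries, so they do not show whether the promoters differ. Counting error alone gave 0.340. With a filter at 50, 9 transcripts met the criterion, with no filter 104, and with a 4-fold threshold 1. Library differences that have nothing to do with the promoter could give this set, and no biological explanation was tested.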

How the results depend on the processing

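No paired analysis was possible because each group has 1 library. In all, 283 values under alternatives were compared with 28 results that answer a comparison: 226 stayed within their interval or within 1.5 times the count, and 57 did not. No median or correlation that left its interval changed sign. The only sign changes among these results were of the OsNAC6 ratio for RCc3::OsNAC6, to 0.01 under library totals and 0.05 from count column 2 alone, both within counting error of 0. Recentring and TMM moved none of the ratios, counts, correlations and list medians. The exact test at 2-fold, which bears only on the counts and overlaps, moved none of those, and 1 transcript per locus moved none of the counts, overlaps and correlations.

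Removing the filter adds low transcripts. Higher and lower transcripts then numbered 2823 and 3086 for RCc3::OsNAC6, 1780 and 1654 for GOS2::OsNAC6, and 3640 and 2262 for nac6. Transcripts higher in RCc3 and GOS2 then numbered 761, those lower in RCc3 and GOS2 679, and those opposite in RCc3 and GOS2 104. Those higher in RCc3, higher in GOS2, lower in nac6 numbered 74, those lower in RCc3, lower in GOS2, higher in nac6 151, those higher in RCc3, higher in GOS2, higher in nac6 161, and those lower in RCc3, lower in GOS2, lower in nac6 76. The correlation of log2 ratios, RCc3 and nac6, was -0.0494. With a filter at 50, fewer transcripts were tested. Higher and lower then numbered 684 and 1217 for RCc3::OsNAC6, 249 and 245 for GOS2::OsNAC6, and 1115 and 467 for nac6. The shared numbers were 101 higher, 152 lower and 9 opposite, and across the 3 comparisons 5 (higher, higher, lower), 20 (lower, lower, higher), 12 higher and 3 lower throughout. The same correlation was -0.131, and the target list median in nac6 was -1.07, with fewer of the list tested.

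A 4-fold threshold left 249 higher and 421 lower for RCc3::OsNAC6, 61 and 71 for GOS2::OsNAC6, and 505 and 111 for nac6. The overexpressors shared 32 higher, 48 lower and 1 opposite, and the 3 comparisons shared 0 (higher, higher, lower), 3 (lower, lower, higher), 6 higher and 2 lower throughout.

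Scaling by library totals shifted the median of all transcripts to -0.11 for GOS2::OsNAC6 and -0.16 for nac6, so changes there are relative to that shift. It moved the OsNAC6 ratio to 0.27 for GOS2::OsNAC6 and 0.15 for nac6, the lower transcripts of nac6 to 1698, and the transcripts higher throughout to 18, as a shift of all ratios would; overlap by chance was not recomputed under it. The higher share of changed transcripts fell from 47.8% to 32.5% for GOS2::OsNAC6 and from 63.3% to 45.9% for nac6. A pseudocount of 5 gave 14 opposite transcripts, 10 (higher, higher, lower) and 19 higher throughout. Without a pseudocount the correlation of log2 ratios, RCc3 and nac6, was -0.120, and the cause was not tested.

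Among alternatives chosen after seeing the data, count column 1 alone, 1 of the 2 columns, gave 896 higher and 1010 lower transcripts for GOS2::OsNAC6 and 38 opposite in the overexpressors. Count column 2 alone gave 894 and 1029, and 369 higher in both overexpressors. The exact test on halved reads left 9007 transcripts for GOS2::OsNAC6, where the differences were smallest. Of 1427 values for named transcripts and word sets, 39 left their interval, 3 of them with a sign change. Depth limits the low genes: the listed genes with under 100 reads per library, such as Os02g0776600 and the kinase Os01g0247500, have standard errors from 0.30 to 0.59.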

Other observations

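All tests here were chosen after the data were seen; only the random orders for both overexpressor comparisons and the shuffled overlaps were set down before their own outcome was known, and by then the observed numbers were known. Agreement of any pattern with a genotype rests on labels that the OsNAC6 transcript did not bear out.

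The OsNAC6 transcript differed at most 1.55-fold between the highest and the lowest of the 5 libraries in RPM (reads scaled to the library total). An exchange of labels among these libraries would need a pair at least 2-fold apart, so it does not account for the missing rise and fall. The authors' normalization does not account for it either, since under library totals and TMM the largest log2 ratio in the direction of its label was 0.37. What stays open is whether the sequenced plants carried active constructs and a null allele, and how reads of a transgene or disrupted transcript were counted. Neither was tested. A disrupted transcript missed in counting would lower the nac6 value, which was instead above its control. The paper describes transgenes made from an OsNAC6 cDNA, whose reads would be expected to match the gene. By RNA gel blot it reports high OsNAC6 levels in roots of both overexpressors, on older plants. It also reports qRT-PCR of OsNAC6 in roots at an age of 2 weeks. Those assays are not part of these data.

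The counts here differ from some values quoted from the study. Here 1452 transcripts were higher for RCc3::OsNAC6 and 586 for GOS2::OsNAC6. Both numbers are lower than the values quoted from the study above. With no filter on low values they were 2823 and 1780, both above the quoted values. Here 1123 transcripts were lower for nac6. That is lower than the value quoted from the study above. Both libraries labelled as overexpressors shared 239 higher transcripts. That number is also lower than the one quoted. With no filter on low values, the transcripts higher in RCc3 and GOS2 numbered 761, so the filter may account for part of the gap. The lower transcripts of nac6 numbered 1698 when scaled by library totals and 2262 with no filter, so the difference for nac6 depends on these choices. The values here count transcripts, whereas those quoted count genes. The study's number of candidate genes is not compared, because how its lists were combined was not stated in full.

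Presence and absence in the nac6 comparison has no settled explanation. The 112 transcripts with 100 or more reads in one library and 3 or fewer in the other exceed counting error, since 0 transcripts met the matching criterion between count columns. Loss of OsNAC6 would leave transcripts gained in nac6 absent from other plants with the gene, yet 87.4% of those present only in the library labelled nac6 were present in NT (Nipponbare). A set of 111 loci separated NT (Hwayoung) from the 3 Nipponbare libraries by presence alone, and 105 of them had a clear state in the library labelled nac6. That library held most markers of both types. It had reads for 76 of 88 markers present in the Nipponbare libraries, and for 14 of 17 markers present in NT (Hwayoung). Of 86 pairs of neighbouring markers at least 10 locus numbers apart, 79.1% sided alike, against a mean of 63.7% when sides were shuffled within marker type, and 5 of 10000 shuffles (0.05%) gave as many. The library labelled nac6 sided with Nipponbare at 19 of 19 markers on chromosome 8 and 10 of 10 on chromosome 12, and at 0 of 4 on chromosome 1. Whole blocks of one background would make neighbours of different type side alike as well. Of 17 such pairs 3 did, against a shuffled mean of 4.52, and 94.3% of the shuffles gave as many, so these few pairs neither favour nor exclude blocks. Nipponbare RNA mixed into the library is argued against, because 12 markers had 2 or fewer reads in it where the median level of the present ones would give at least 111.5. Blocks of another background, plants that were heterozygous or pooled, and clustered gene copies or alleles that align poorly may each contribute, and the tables do not decide among them. The share of transcripts changed 2-fold in this comparison was 17.9% on chromosome 11, 14.2% on chromosome 8 and 14.1% on chromosome 12, against 7.44% on chromosome 3. In the GOS2::OsNAC6 comparison these chromosomes had 6.30%, 2.83%, 4.86% and 2.56%.

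Whether the shared NT (Nipponbare) library accounts for the transcripts higher in both overexpressor comparisons is not settled. Random orders of the 3 Nipponbare values gave a mean of 551.7, more than the 239 observed. These orders also put overexpressor values in the control's role, so the mean reflects differences of any of the 3 libraries. Counting error alone gave 36.9. For the transcripts lower in both, the mean was 294.2 and 4.5% of the orders reached the observed 318. By the limit of 5% set for this test, the shared control as simulated narrowly failed as the whole cause there. Still, 318 lies inside the central 95% of the orders, 268.0 to 323.0. The random orders use the spread of the same libraries, including any real effect. They therefore do not exclude such an effect, for these sets or for single genes.

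The set that was higher in both libraries labelled as overexpressors and lower in that labelled nac6 exceeded chance overlap of independent lists, as 0% of 1000 shuffles gave as many as 18. The mirrored set of 55 exceeded it likewise, with 0% of 1000 shuffles. Transcripts that vary between libraries whatever the genotype remain a possible explanation, because the set higher in all 3 comparisons, which no simple effect of OsNAC6 would fill, stood 3.22 times above its shuffled mean, against 2.80 times for this set and 3.43 times for its mirror. The set lower in all 3 comparisons stood only 1.60 times above its shuffled mean, with 3.0% of shuffles as many. The support is thus uneven. Under library totals 18 transcripts were higher and 27 lower in all 3 comparisons, so which set is larger depends on the scaling. Shuffled means were not recomputed under it.

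The nicotianamine and methionine cycle genes moved as a group. A low NT (Nipponbare) and a high NT (Hwayoung) value would create the pattern without any change in the other libraries. The list was lower in NT (Hwayoung) than in NT (Nipponbare), with a median of -1.31 on the log2 scale of RPM. The controls differ in cultivar and each is a single library. Their comparison therefore cannot show whether either was low or high for its own cultivar, and this explanation stays open. The gap between the controls was thus as large as the median change for RCc3::OsNAC6, and 9 of 11 genes shared its direction. A difference in the iron status of the plants is a possible explanation. Iron transport transcripts outside the list had medians of 1.23 and 0.78 in the RCc3::OsNAC6 and GOS2::OsNAC6 comparisons and ferritin transcripts -0.92 in the former, all outside the range of random lists. The other values lay within that range and decide nothing: ferritin at -0.36 for GOS2::OsNAC6, and in nac6 iron transport at -0.24 and ferritin at -0.21. Of 5 iron transport transcripts in nac6, 4 were negative, 2 of them by at least 2-fold, and 1 rose at least 2-fold. The explanation called for ferritin to rise in nac6, and 4 of 4 transcripts were negative. Between the controls, the iron transport median was -1.90 for NT (Hwayoung) over NT (Nipponbare), at the 0.11 percentile, with 5 of 5 transcripts lower. Ferritin transcripts had -0.02, at the 70.4 percentile. The controls also differ in cultivar, so neither value isolates iron status. Iron status and genotype cannot be told apart here, because each group is a single library.

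The 2 count columns behind each deposited value may be repeat counts of 1 library. Their mean chi-square was 1.77, close to that of read pairs counted as 2 reads, and their ratio was the same in all 5 libraries. If so, the adjusted p-values in the authors' deposited tables compare the libraries and carry no variation between plants.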
